A study of Arabidopsis thaliana with 4 samples.

How the data were processed

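The data are 4 enzymatic methyl-seq libraries of genomic DNA from leaves of 6-week-old Arabidopsis thaliana plants of the accession Columbia (Col-0), 1 library per genotype: wild type (WT), ccr4a ccr4b, ddm1 rdr2 and ccr4a ccr4b ddm1 rdr2. In this assay enzymes protect methylated cytosines and convert unmethylated ones, so that after sequencing a retained C is read as methylated and a T as unmethylated. Per the labels' protocols, each library was made from 100 ng of DNA with a commercial enzymatic kit and amplified with 13 PCR cycles. Genotypes were taken from the genotype label of each sample.

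The deposited values are counts: for each cytosine of the reference, on each strand, the number of methylated and of unmethylated calls, with the sequence context and trinucleotide. The deposited files have no header. Trimming, paired-end alignment with Bismark and Bowtie 2 and a reference called ColCEN are known only from the names of the deposited files. Versions, the handling of reads that map to several places and the removal of PCR duplicates are stated neither in the labels nor in the files. All 4 files listed the same 47872605 cytosines. In each library a covered cytosine had at least 3 calls, and no cytosine had 1 or 2 calls, so the deposited values carry a floor of 3 calls whose origin is not stated, and a minimum of 1 call is in effect a minimum of 3. All coordinates below are on the build of the deposited files.

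Nuclear calls amounted to 774313581 in WT, 574097022 in ccr4a ccr4b, 745511802 in ddm1 rdr2 and 785451909 in ccr4a ccr4b ddm1 rdr2. Depth was uneven within each library. Relative to 200 bp bins with a GC content of 30% to 35%, bins with 50% GC or more were covered 20.3 times as deeply in WT, 52.9 times in ccr4a ccr4b, 22.2 times in ddm1 rdr2 and 11.8 times in ccr4a ccr4b ddm1 rdr2. Nuclear cytosines without calls made up 33.0%, 52.2%, 33.4% and 26.1% in the same order.

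Methylation levels were computed at cytosines with at least 4 calls in all 4 libraries, 36.6% of the nuclear cytosines listed, so that every library was read at the same positions. The level of a region was the methylated share of all its calls, with a Wilson 95% interval, and a difference of levels carries a Newcombe 95% interval. PCR reads without molecular identifiers are not independent molecules, so these intervals, and the limits given for counts of 0, cover counting error only. They say nothing about variation between plants, since no genotype had a replicate.

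Regions were defined from the files alone. Centromeric satellite arrays were 10 kb windows in which at least 50% of the cytosines recurred at the repeat length of the satellite. Other windows within the span of the arrays, the pericentromere (within 2 Mb of the span) and the arms were kept apart. The chloroplast served as the unmethylated control. No gene annotation of this build was used, and gene names come from a table of the assembly TAIR10.1, used only for the names and order of loci. The coverage of the 4 mutated genes is not analysed here, since their positions on this build could not be matched.

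Differentially methylated bins were 100 bp long with at least 4 cytosines of the context, each with at least 4 calls in both libraries. The summed calls were compared with a two-sided Fisher's exact test and Benjamini-Hochberg adjustment within each comparison and context. A bin was called at an adjusted p under 0.01 and a difference of at least 40 points in CG, 20 points in CHG or 10 points in CHH. With 1 library per genotype, this test compares libraries, not genotypes. It also treats calls as independent, which PCR reads without molecular identifiers are not. A control compared the + and - strands of the same library at CG sites, where methylation is usually symmetric, beside the + strands of the libraries compared. Called bins of the same direction at most 100 bp apart were merged. For each ccr4a ccr4b comparison, context and direction, the merged region with the most called bins outside satellite windows was named, with ties settled by the larger difference.

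The bin calling was tested on simulated data in which 200 bins were changed by 60 points in CG, 30 points in CHG or 15 points in CHH. Of the changed bins, 99.0% in CG, 77.5% in CHG and 74.0% in CHH were called for ccr4a ccr4b minus WT. For ddm1 rdr2 minus WT the shares were 97.5%, 84.5% and 77.0%, and for ccr4a ccr4b ddm1 rdr2 minus ddm1 rdr2 they were 99.5%, 81.5% and 80.0%. At most 1 unchanged bin was called in any of these runs. This rate holds for the simulated data only, since the strand control called 3.46% of CG bins within the ccr4a ccr4b library.

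Depth was summed in 200 bp bins and divided by the mean depth of arm bins of the same GC class in the same library. The genotype groups, the main comparisons of levels and bins, the rule for named regions and the alternatives listed next were chosen before the data were examined. These alternatives were minimums of 1 and 10 calls, the mean of single cytosines in place of pooled calls, subtraction of the chloroplast level and leaving out cytosines covered over 3 times the library median. For satellites a share of 70% was tried, and for the pericentromere widths of 1 Mb and 3 Mb. For bins, calls thinned to the shallowest library, 300 bp bins, an adjusted p under 0.001 and minimum differences of 60, 30 and 15 points were tried. Standardisation to GC classes, the use of all satellite cytosines covered in each library, the strand control, the correction of depth for GC content and the depth scan were added after the data had been seen. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.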

Results

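DNA methylation was profiled by enzymatic methyl-seq in leaves of 4 Arabidopsis genotypes, 1 library each. CCR4A and CCR4B encode subunits of a complex that shortens the poly(A) tails of RNA, DDM1 encodes a chromatin remodeller required for methylation of heterochromatin, and RDR2 encodes an RNA-dependent RNA polymerase of the small RNA pathway of DNA methylation. The study is titled as one of RNA quality control by CCR4, chromatin and centromeres. The design allows 3 comparisons: ccr4a ccr4b with WT, ddm1 rdr2 with WT, and ccr4a ccr4b ddm1 rdr2 with ddm1 rdr2. The first and the last ask what loss of CCR4A and CCR4B changes, in a background with heterochromatic methylation and in one where it is strongly reduced in CG and CHG.

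Covered nuclear cytosines had a median of 14 calls in WT, 10 in ccr4a ccr4b, 14 in ddm1 rdr2 and 16 in ccr4a ccr4b ddm1 rdr2. The share of listed cytosines with at least 4 calls was 62.0%, 42.8%, 61.6% and 69.3% in that order. The span of the satellite arrays was 12.2 Mb over the 5 chromosomes, and 1107 of its 1216 windows were satellite. The satellite windows were sparsely covered. Calls per cytosine there were 2.63 in WT, 0.772 in ccr4a ccr4b, 2.25 in ddm1 rdr2 and 3.65 in ccr4a ccr4b ddm1 rdr2. Only 4.92% of satellite cytosines had at least 4 calls in all 4 libraries. The methylated share of chloroplast CG calls, which measures incomplete conversion, was 0.0860% in WT, 0.108% in ccr4a ccr4b, 0.0974% in ddm1 rdr2 and 0.0879% in ccr4a ccr4b ddm1 rdr2.

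In WT, 37.8% of nuclear CG calls, 16.1% of CHG calls and 5.42% of CHH calls were methylated. In ddm1 rdr2 these levels were 11.1%, 2.80% and 1.18%. The difference was -26.7 points in CG (95% interval -26.7 to -26.7), -13.3 points in CHG (-13.3 to -13.2) and -4.24 points in CHH (-4.25 to -4.24), and it was negative on all 5 chromosomes in each context. Leaving out cytosines covered over 3 times the median moved the CG difference most, to -16.1 points. In the pericentromere CG methylation was 72.4% in WT and 10.4% in ddm1 rdr2, CHG 36.9% and 6.22%, and CHH 11.1% and 2.51%. In the arms CG methylation was 23.6% in WT and 11.5% in ddm1 rdr2, so that 48.4% of the WT level was kept there, against 14.3% in the pericentromere.

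Satellite arrays lost CG and CHG methylation in ddm1 rdr2, from 75.3% to 4.88% and from 41.6% to 7.68%. Their CHH methylation was 9.50% in WT (Wilson 95% interval 9.46% to 9.54%) and 8.80% in ddm1 rdr2, a difference of -0.697 points (-0.753 to -0.641). By chromosome, satellite CHH was higher in ddm1 rdr2 on 2 chromosomes and lower on 3, with differences from -4.68 to 3.31 points. With single cytosines weighted equally the difference was 0.928 points, and in windows with a satellite share of 70% it was 2.03 points, with 7.92% in WT and 9.95% in ddm1 rdr2. No direction is therefore stated for satellite CHH. Within the satellites, CHH methylation in ddm1 rdr2 was 21.3% at CAA, 19.8% at CTA and 0.598% at CCC, and in WT 24.6%, 21.4% and 1.03%. Windows within the span of the arrays that were not satellite fell from 13.4% to 3.51% in CHH.

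**Figure D1:**
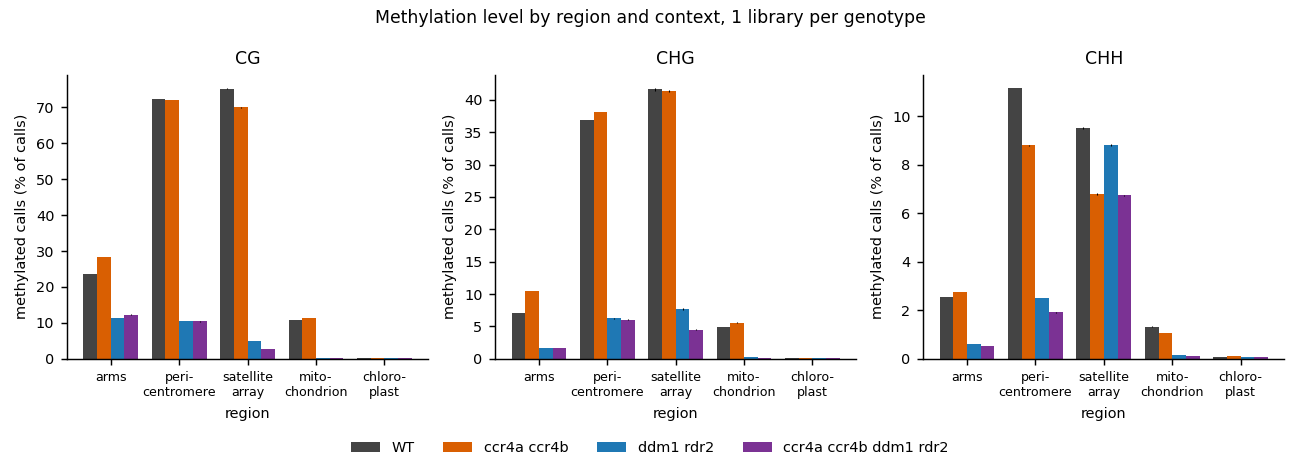
Methylated calls in percent of all calls (vertical axis) by region (horizontal axis) in the CG, CHG and CHH contexts. Bars are the 4 libraries, with Wilson 95% intervals as error bars. CG falls in ddm1 rdr2 in every nuclear region, from 75.3% to 4.88% in satellite arrays, while satellite CHH is 9.50% in WT and 8.80% in ddm1 rdr2.

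**Figure D2:**
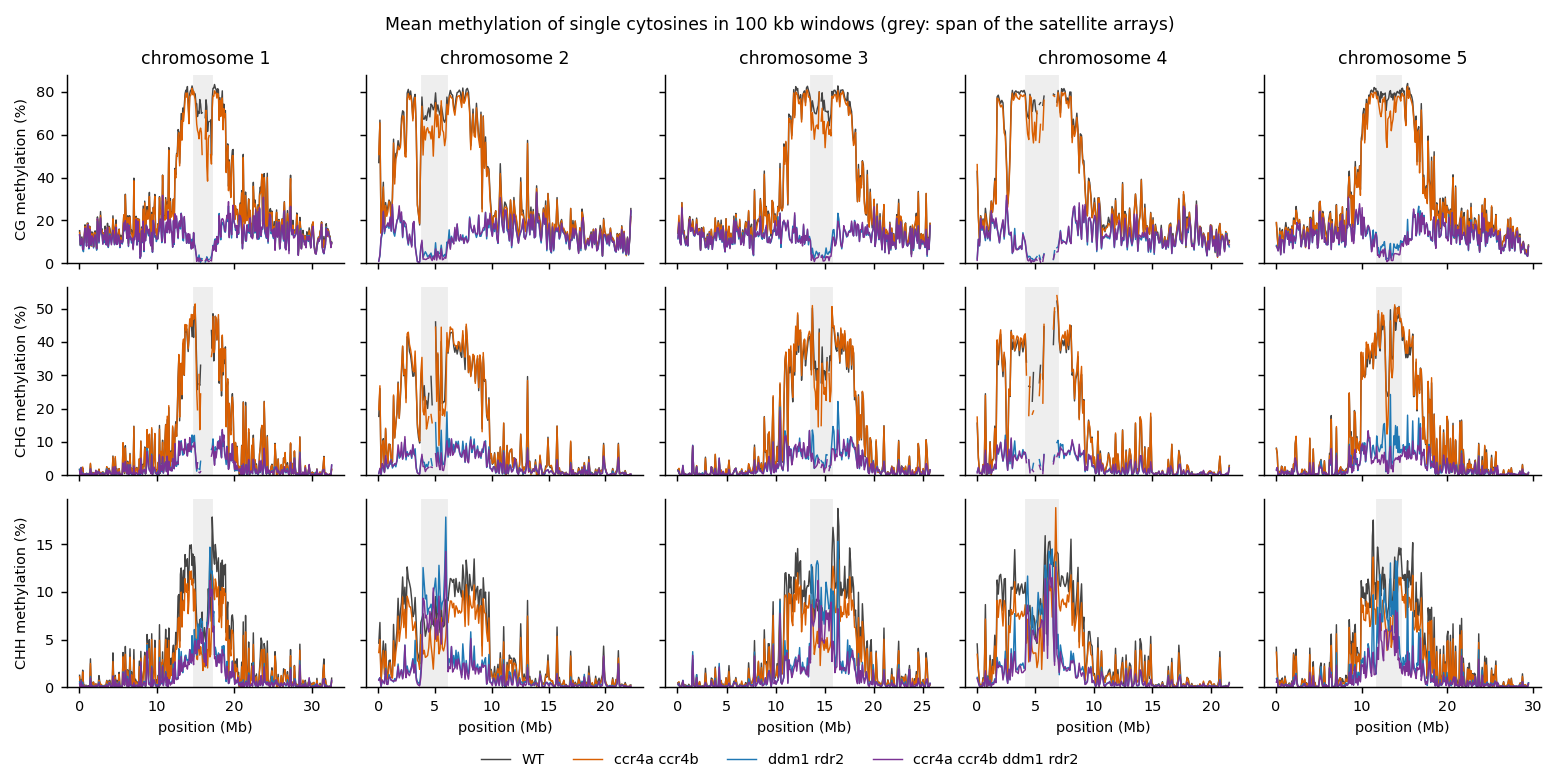
Mean methylation of single cytosines in percent (vertical axis) in 100 kb windows along the 5 chromosomes (position in Mb), with lines for the 4 libraries and grey for the span of the satellite arrays. Gaps are windows with too few covered cytosines. The CG and CHG maxima around the arrays are seen in WT and ccr4a ccr4b only, and CHH peaks remain within the arrays in ddm1 rdr2 and ccr4a ccr4b ddm1 rdr2.

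The comparison of ccr4a ccr4b with WT gave a higher pooled nuclear CG level, 42.6% against 37.8%, a difference of 4.74 points (4.72 to 4.75). CHG was also higher, 20.1% against 16.1%, by 4.08 points (4.07 to 4.09). Both differences were positive on all 5 chromosomes. They depended on how calls were weighted. The mean of single cytosines gave -0.944 points in CG, negative on all 5 chromosomes, and 0.213 points in CHG, positive on all 5. Without cytosines covered over 3 times the median, the differences were -1.29 points in CG and -0.0550 points in CHG. No direction in nuclear CG or CHG is therefore stated for ccr4a ccr4b. Nuclear CHH methylation was lower, 5.04% against 5.42%, by -0.383 points (-0.386 to -0.379), and stayed lower with single cytosines weighted equally (-0.840 points) and without the highly covered cytosines (-0.793 points). Pooled CHH was lower on 4 of the 5 chromosomes, and the mean of single cytosines was lower on all 5.

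By region, ccr4a ccr4b differed from WT by -0.378 points in pericentromeric CG, 1.21 points in CHG and -2.36 points in CHH. In the arms the differences were 4.71, 3.42 and 0.220 points. The CHG difference of the arms was 0.00967 points with single cytosines weighted equally and 0.0143 points without highly covered cytosines. The pooled pericentromeric CG difference changed sign with the width, to 1.24 points within 3 Mb, while with single cytosines weighted equally it was -1.77, -1.84 and -1.74 points within 1, 2 and 3 Mb. Satellite CG methylation, 75.3% in WT, was lower in ccr4a ccr4b, with a difference of -5.23 points (-5.46 to -5.00), negative on all 5 chromosomes. The satellite CHG difference of -0.266 points (-0.556 to 0.0238) combined opposite signs: it was -7.77, -3.10, -3.41 and -1.24 points on chromosomes 1 to 4 and 1.15 points (0.726 to 1.57) on chromosome 5. Single cytosines weighted equally gave -3.38 points, and windows with a satellite share of 70% gave -3.56 points. Satellite CHH was 6.80% against 9.50%, a difference of -2.70 points (-2.76 to -2.65), again negative on all 5 chromosomes. Single cytosines weighted equally gave -8.58 points in satellite CG and -3.10 points in satellite CHH.

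In the ddm1 rdr2 background, nuclear CG methylation was 11.8% in ccr4a ccr4b ddm1 rdr2 and 11.1% in ddm1 rdr2, a difference of 0.625 points (0.616 to 0.633) and positive on all 5 chromosomes. The mean of single cytosines gave 0.179 points, positive on 4 chromosomes. CHG differed by -0.0624 points (-0.0668 to -0.0580), with 2 chromosomes higher and 3 lower. CHH was 0.942% against 1.18%, a difference of -0.234 points (-0.235 to -0.233), negative on all 5 chromosomes under either weighting. In the pericentromere the differences were -0.0167 points in CG, -0.167 points in CHG and -0.603 points in CHH. The pooled CG value changed to 0.178 points within 3 Mb, where single cytosines weighted equally gave -0.0355 points. In satellite arrays CG fell from 4.88% to 2.68%, a difference of -2.19 points (-2.29 to -2.10). Satellite CHG differed by -3.23 points (-3.38 to -3.09) and CHH by -2.07 points (-2.12 to -2.01). The satellite differences were negative on all 5 chromosomes in CG and CHH and on 4 of 5 in CHG.

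Set against each other, the effect of ccr4a ccr4b in ddm1 rdr2 minus that in the wild-type background was -4.11 points in nuclear CG (-4.13 to -4.10), -4.14 points in CHG (-4.15 to -4.13) and 0.149 points in CHH (0.145 to 0.152). The CG value was 1.12 points with single cytosines weighted equally and 1.60 points without highly covered cytosines. No test between genotypes was possible for these differences.

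**Figure D3:**
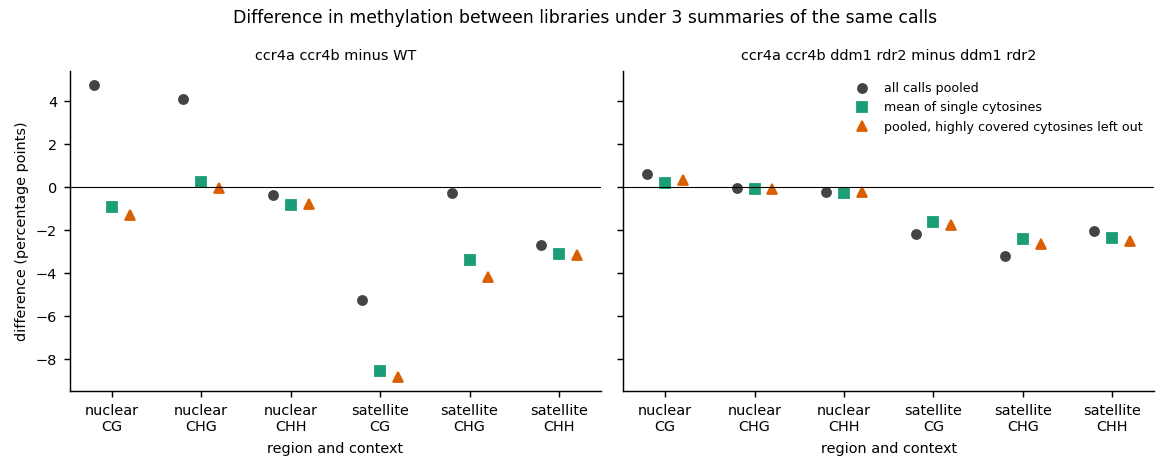
Difference in methylation in percentage points (vertical axis) for nuclear cytosines and satellite arrays in each context (horizontal axis), for ccr4a ccr4b minus WT and ccr4a ccr4b ddm1 rdr2 minus ddm1 rdr2. Points show pooled calls, the mean of single cytosines, and pooled calls without cytosines over 3 times the median coverage. Nuclear CG for ccr4a ccr4b minus WT is 4.74 points when pooled and -0.944 and -1.29 points otherwise, while CHH and the satellite values are below 0 in all of them.

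Differentially methylated bins were sought next. Between ddm1 rdr2 and WT, 111744 of 441582 CG bins tested were called, of which 108674 were lower in ddm1 rdr2. In CHG 80648 bins were called, 79781 of them lower, and in CHH 71962, 66543 of them lower. In the pericentromere 82.0% of the CG bins tested were called. In satellite arrays 3181 CHH bins were higher and 1573 lower in ddm1 rdr2. Without highly covered cytosines the CG count was 58749.

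Between ccr4a ccr4b and WT, 6839 of 311517 CG bins were called, 2284 higher and 4555 lower in ccr4a ccr4b. In CHG 3100 bins were higher and 2742 lower. In CHH 4858 were higher and 14488 lower, and 7173 of the lower bins lay in the pericentromere. Requiring at least 10 calls per cytosine reduced the CG count most among the coverage settings, to 2566. The strand control was made for CG only, on single strands with at least 2 cytosines per strand. It is not the noise level of the main bins, of which 2.20% were called in CG. In ccr4a ccr4b, 3.46% of CG bins differed between the + and - strands of the library itself, and 3.41% of CG bins differed between the + strands of ccr4a ccr4b and WT. In the pericentromere these shares were 6.06% within the library and 3.86% between the libraries, while in the arms the share between the libraries was the larger one, at 3.09%. Of the bins that differed between the + strands of the libraries, 3502 were higher and 8172 lower in ccr4a ccr4b, while between the strands of ccr4a ccr4b the counts were 4900 and 4823. Within WT the strands differed in 0.315% of bins.

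Between ccr4a ccr4b ddm1 rdr2 and ddm1 rdr2, 4851 of 467315 CG bins were called, 2375 higher and 2476 lower. In CHG 1435 were higher and 2127 lower, and in CHH 1451 higher and 7922 lower. The strands of the same library differed in 0.0602% of CG bins in ddm1 rdr2 and 0.0316% in ccr4a ccr4b ddm1 rdr2, against 1.10% between the + strands of these libraries. With 300 bp bins the CG count was 1051.

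**Figure D4:**
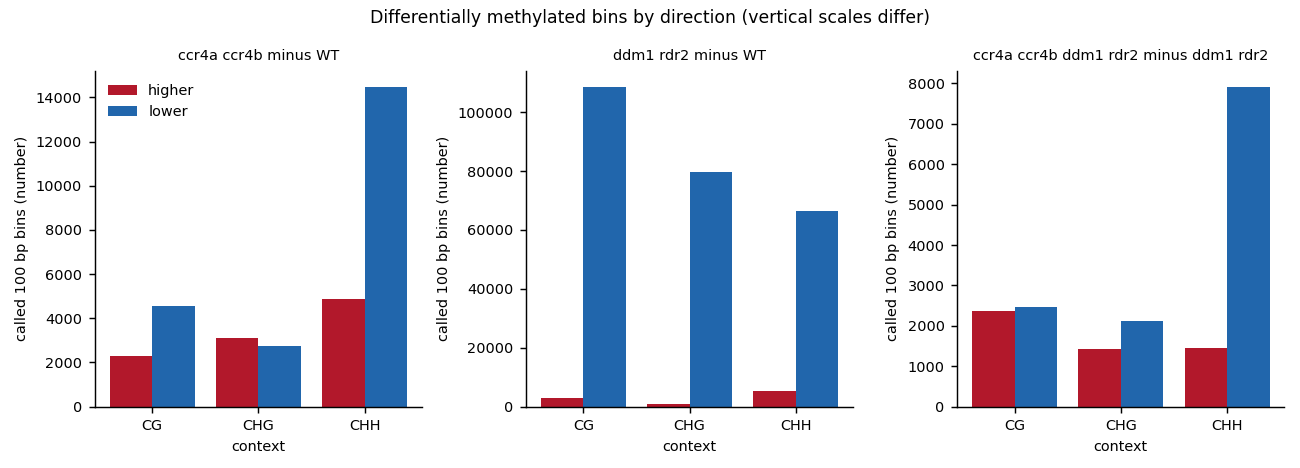
Number of called 100 bp bins (vertical axis) that were higher or lower in the mutant of each comparison, by context (horizontal axis). Each panel has its own vertical scale. Lower bins prevail in ddm1 rdr2 minus WT, with 108674 in CG, and in CHH in both ccr4a ccr4b comparisons, with 14488 and 7922.

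The ccr4a ccr4b comparisons share no library. In CG, 166 bins were higher in both, against 8.65 expected if the calls were independent, and 245 were lower in both, against 17.2. In opposite directions, 28 and 40 bins were called. In CHH, 812 bins were lower in both, against 112 expected, and 48 were higher in both, against 5.91. Opposite directions were also in excess in CHH: 183 bins were higher in the wild-type background and lower in the ddm1 rdr2 background, against 37.6 expected, and 111 the reverse, against 17.6. Comparisons with a library in common share its chance values, and the simulated unchanged libraries had 0 calls in each comparison, so no expected overlap is given for them. Of the bins with higher CG in ccr4a ccr4b than in WT, 402 were also higher in ddm1 rdr2 than in WT. Of the bins higher in ddm1 rdr2 than in WT in CG, 840 were lower in ccr4a ccr4b ddm1 rdr2 than in ddm1 rdr2. The shared WT or ddm1 rdr2 library alone can produce such overlaps.

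In ccr4a ccr4b minus WT, the named region with higher CG lay at chromosome 3, positions 132501 to 133100, in the arm. Its CG methylation was 0.0245% of 4079 calls in WT (Wilson 95% interval 0.00433% to 0.139%) and 82.1% of 8034 calls in ccr4a ccr4b (81.2% to 82.9%). The levels in ddm1 rdr2 and ccr4a ccr4b ddm1 rdr2 were 14.1% and 9.37%. The region with lower CG lay at chromosome 2, positions 12270301 to 12270800, with 70.6% of 1343 calls in WT, 13.7% of 613 calls in ccr4a ccr4b, 11.1% in ddm1 rdr2 and 12.2% in ccr4a ccr4b ddm1 rdr2. The region with lower CHG, at chromosome 2, positions 13168601 to 13169300, had 36.0% of 1987 calls methylated in WT and 2.03% of 936 calls in ccr4a ccr4b. The region with lower CHH lay in the pericentromere of chromosome 1, positions 17211401 to 17212700, with 22.3% in WT, 8.38% in ccr4a ccr4b, 20.2% in ddm1 rdr2 and 19.5% in ccr4a ccr4b ddm1 rdr2. The largest adjusted p of the bins of these regions in Fisher's exact test was 0.00262, in the CHG region.

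The region with higher CHG and the region with higher CHH in ccr4a ccr4b were the same stretch of chromosome 3, positions 23936801 to 23937600, and it was also the region with higher CHH in ccr4a ccr4b ddm1 rdr2 than in ddm1 rdr2. CHG methylation was 0.0350% in WT, 66.4% in ccr4a ccr4b, 0.319% in ddm1 rdr2 and 43.7% in ccr4a ccr4b ddm1 rdr2. CHH methylation was 0.0137%, 44.2%, 0.381% and 25.5% in that order, and CG methylation 0.0484%, 73.0%, 0.422% and 21.0%. Depth differed as well: the mean calls per cytosine were 35.1 in WT, 172 in ccr4a ccr4b, 38.7 in ddm1 rdr2 and 553 in ccr4a ccr4b ddm1 rdr2.

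**Figure D5:**
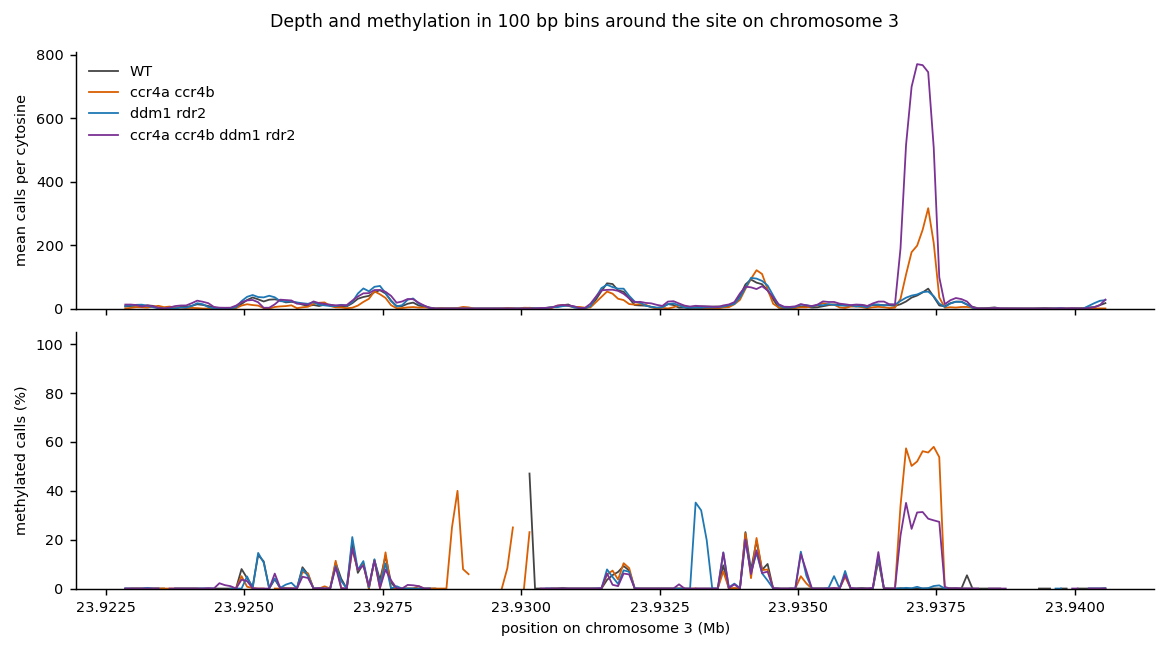
Mean calls per cytosine (upper panel) and methylated calls in percent of calls in all contexts (lower panel) in 100 bp bins along chromosome 3 (position in Mb), with lines for the 4 libraries. Both rise together in ccr4a ccr4b and ccr4a ccr4b ddm1 rdr2 at positions 23936801 to 23937600, where depth averaged 172 and 553 calls against 35.1 in WT.

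In ccr4a ccr4b ddm1 rdr2 minus ddm1 rdr2, the region with higher CG lay at chromosome 1, positions 30618301 to 30618600. None of 431 calls in ddm1 rdr2 was methylated there, which allows a share of up to 0.696%, against 75.1% of 740 calls in ccr4a ccr4b ddm1 rdr2 (71.9% to 78.1%). The region was without calls in ccr4a ccr4b. The region with lower CG, at chromosome 5, positions 16621201 to 16621600, had 80.5% of 1642 calls methylated in ddm1 rdr2 and 8.68% of 853 calls in ccr4a ccr4b ddm1 rdr2, with 78.2% in WT and 77.8% in ccr4a ccr4b. Close to it, at positions 16618801 to 16620800, lay the region with lower CHG, with 84.0% in ddm1 rdr2, 11.4% in ccr4a ccr4b ddm1 rdr2, 41.8% in ccr4a ccr4b and a Wilson 95% interval of 47.9% to 52.0% in WT. The region with higher CHG, at chromosome 1, positions 14202701 to 14204000 in the pericentromere, had 4.50% in ddm1 rdr2 and 30.9% in ccr4a ccr4b ddm1 rdr2, with 40.7% in WT. The region with lower CHH was the longest, at chromosome 3, positions 15736501 to 15741400, next to the satellite array, with 38 called bins. Its CHH methylation was 18.3% in ddm1 rdr2, 4.89% in ccr4a ccr4b ddm1 rdr2, 18.3% in WT and 14.2% in ccr4a ccr4b. The largest adjusted p among the bins of these regions in Fisher's exact test was 0.00283, in this last region. No annotation of this build was used, so the genes at these positions are not analysed here.

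Relative depth was compared last. In the arms, depth over the expectation from GC content lay between 0.975 and 1.03 for all 5 chromosomes in all libraries. In the pericentromere it was 1.66 in WT, 2.29 in ccr4a ccr4b, 1.27 in ddm1 rdr2 and 1.19 in ccr4a ccr4b ddm1 rdr2, and in satellite arrays 0.268, 0.179, 0.220 and 0.276.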

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

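The tests of each explanation in this part were chosen only after the result had been seen; the limit on highly covered cytosines and the equal weighting of cytosines had been planned as alternatives for nuclear levels.

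In 3 cases the effect of ccr4a ccr4b went in opposite directions in the wild-type and ddm1 rdr2 backgrounds when calls were pooled; with 1 library per genotype the difference was not tested. Nuclear CHG was 4.08 points higher in ccr4a ccr4b than in WT and 0.0624 points lower in ccr4a ccr4b ddm1 rdr2 than in ddm1 rdr2, a difference of -4.14 points. In the pericentromere CHG the difference between backgrounds was -1.38 points, and in the CHH of the arms it was -0.278 points. Uneven coverage may contribute to the opposite signs, because ccr4a ccr4b has the steepest dependence of depth on GC content and its calls gather on highly covered cytosines. Without cytosines over 3 times the median coverage, ccr4a ccr4b minus WT was -0.0550 points in nuclear CHG, -0.0369 points in pericentromeric CHG and -0.255 points in the CHH of the arms. Each then had the sign of the ddm1 rdr2 background, where the values were -0.0754, -0.710 and -0.0573 points. Weighting single cytosines equally removed the opposite signs in the CHH of the arms, with -0.306 points, but not in CHG, with 0.213 points in the nucleus and 1.05 points in the pericentromere. Neither alternative made the backgrounds alike throughout. Where the pooled CG differences had the same sign, leaving out highly covered cytosines gave opposite signs, with -1.29 and 0.308 points in the nucleus and -0.994 and 0.446 points in the arms, and equal weighting did so too, with -0.944 and 0.179 points in the nucleus and -0.618 and 0.324 points in the arms. A dependence of the effect of ccr4a ccr4b on the background remains open and was not tested.

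The mitochondrial genome, which entered no comparison, carried methylated CG calls above the chloroplast level of the same library: 10.7% in WT, 11.4% in ccr4a ccr4b, 0.299% in ddm1 rdr2 and 0.249% in ccr4a ccr4b ddm1 rdr2. Incomplete conversion is argued against by the chloroplast, where 0.0860% of CG calls were methylated in WT. A candidate explanation is reads from nuclear copies of mitochondrial DNA placed on the mitochondrial sequence, which predicts loss in ddm1 rdr2 as in heterochromatin. Of the WT level, 2.79% was kept in ddm1 rdr2, against 14.3% in the pericentromere. The methylated calls were also unevenly spread. Of 108 mitochondrial windows of 1 kb with at least 10 covered CG sites, 76 were under 1% methylated and 10 over 20% in WT, up to 81.2%. Methylation of the mitochondrial genome itself was not tested otherwise.

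At chromosome 3, positions 23936801 to 23937600, depth over the expectation from GC content was 9.94 in ccr4a ccr4b and 17.6 in ccr4a ccr4b ddm1 rdr2, against 1.19 in WT and 1.27 in ddm1 rdr2. In the 10 kb on each side of the site, the site left out, the values were 1.07 in WT, 1.06 in ccr4a ccr4b, 1.15 in ddm1 rdr2 and 1.15 in ccr4a ccr4b ddm1 rdr2. GC bias is argued against, since the site exceeded arm bins of the same GC content 17.6 times in the library with the weakest GC dependence. Amplification that favours methylated DNA gave a smaller gain on average. The ratio of mean depth at methylated bins elsewhere, WT over ddm1 rdr2, was at most 1.80 in the GC classes compared. The gap was wider for ccr4a ccr4b over ccr4a ccr4b ddm1 rdr2. At 40% to 45% GC this ratio was 1.55 where at least 20% of WT calls were methylated and 0.589 where under 2% were. That gap is still smaller than the 9.94 of the site. The 1.80 and 1.55 are means over many bins, and single bins were not compared. Amplification is therefore not excluded as the cause at a single site. Extra methylated copies of this sequence in the plants with the ccr4a ccr4b mutations, for example on inserted DNA, remain open. They cannot be told apart from other causes, because the depth of 9.94 in ccr4a ccr4b is the pattern itself and the deposited calls hold no read pairs that would place such copies.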

How the results depend on the processing

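The standardisation to GC classes and the use of all satellite cytosines covered in each library were chosen only after the results had been seen; the other alternatives here had been chosen beforehand. Over all alternatives, 122 of 129 recomputed differences of levels kept their sign and 7 did not. With no replicates, a difference counted as unmoved only if it stayed within its interval for counting error, which is narrow at this depth; 14 did. Every recomputed count of called bins was above 0, and 28 of 54 lay within 1.5 times the main count.

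Of the recomputed differences, these changed sign. The nuclear CG difference of ccr4a ccr4b minus WT, 4.74 points when calls were pooled, was -0.944 with single cytosines weighted equally and -1.29 without highly covered cytosines. The nuclear CHG difference of 4.08 points was -0.0550 without highly covered cytosines. The difference between backgrounds in nuclear CG, -4.11 points, was 1.12 with single cytosines weighted equally and 1.60 without highly covered cytosines. These changes come from the weight of the highly covered cytosines, by the construction of both alternatives. Within 3 Mb of the arrays in place of 2 Mb, the pericentromeric CG difference was 1.24 points for ccr4a ccr4b minus WT, and 0.178 for ccr4a ccr4b ddm1 rdr2 minus ddm1 rdr2. With single cytosines weighted equally both stayed negative within 3 Mb, at -1.74 and -0.0355 points, so the change was not seen with that weighting. Other differences, which are not among the 129, changed sign as well. Satellite CHH of ddm1 rdr2 minus WT, -0.697 points when pooled, was 0.928 with single cytosines weighted equally and 2.03 at a satellite share of 70%, and over all cytosines covered in each library it was 9.94% in ddm1 rdr2 and 8.70% in WT. The CG difference of the arms in ccr4a ccr4b minus WT, 4.71 points, was -0.618 with single cytosines weighted equally and -0.994 without highly covered cytosines. In the same comparison, leaving out highly covered cytosines turned pericentromeric CHG from 1.21 to -0.0369 points and CHH of the arms from 0.220 to -0.255 points.

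At cytosines covered in all libraries, the nuclear and pericentromeric CHH differences and the satellite differences of both ccr4a ccr4b comparisons were negative under every alternative tried for them, and so were the nuclear and pericentromeric differences of ddm1 rdr2 minus WT. The pooled CHH difference of the arms in ccr4a ccr4b minus WT was positive, at 0.220 points. Satellite CHG changed direction when all cytosines covered in each library were used, where it was 37.8% in ccr4a ccr4b and 34.8% in WT. For the values that moved but kept their sign the cause was not tested.

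With single cytosines weighted equally the nuclear differences were -0.944 points in CG, 0.213 in CHG and -0.840 in CHH for ccr4a ccr4b minus WT. For ddm1 rdr2 minus WT they were -20.0 points in CG, -8.71 in CHG and -2.75 in CHH, and for ccr4a ccr4b ddm1 rdr2 minus ddm1 rdr2 0.179 points in CG, -0.0970 in CHG and -0.276 in CHH. In satellite arrays the values were -8.58 points in CG, -3.38 in CHG and -3.10 in CHH for ccr4a ccr4b minus WT, and -1.62 points in CG, -2.43 in CHG and -2.38 in CHH in the ddm1 rdr2 background. The effect of ccr4a ccr4b differed between backgrounds by 1.12 points in CG, -0.310 in CHG and 0.565 in CHH.

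Without cytosines over 3 times the median coverage the nuclear differences were -1.29 points in CG, -0.0550 in CHG and -0.793 in CHH for ccr4a ccr4b minus WT. For ddm1 rdr2 minus WT they were -16.1 points in CG, -7.27 in CHG and -2.58 in CHH, and for ccr4a ccr4b ddm1 rdr2 minus ddm1 rdr2 0.308 points in CG, -0.0754 in CHG and -0.228 in CHH. In satellite arrays the values were -8.83 points in CG, -4.17 in CHG and -3.15 in CHH for ccr4a ccr4b minus WT, and -1.79 points in CG, -2.65 in CHG and -2.51 in CHH in the ddm1 rdr2 background. The effect of ccr4a ccr4b then differed between backgrounds by 1.60 points in CG, -0.0204 in CHG and 0.565 in CHH.

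With any call in all 4 libraries the nuclear differences were 4.83 points in CG, 4.19 in CHG and -0.344 in CHH for ccr4a ccr4b minus WT. Values for ddm1 rdr2 minus WT were -26.4 points in CG, -13.0 in CHG and -4.16 in CHH, and for ccr4a ccr4b ddm1 rdr2 minus ddm1 rdr2 -0.0712 points in CHG. In satellite arrays the values were -5.94 points in CG and -2.77 in CHH for ccr4a ccr4b minus WT, and -2.08 points in CG, -3.02 in CHG and -2.21 in CHH in the ddm1 rdr2 background.

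With at least 10 calls in all 4 libraries the nuclear differences were 4.29 points in CG, 3.57 in CHG and -0.605 in CHH for ccr4a ccr4b minus WT. Values for ddm1 rdr2 minus WT were -28.5 points in CG, -14.6 in CHG and -4.70 in CHH, and for ccr4a ccr4b ddm1 rdr2 minus ddm1 rdr2 0.551 points in CG and -0.0131 in CHG. In satellite arrays the values were -2.16 points in CG and -2.38 in CHH for ccr4a ccr4b minus WT, and -2.61 points in CG, -3.60 in CHG and -1.66 in CHH in the ddm1 rdr2 background. The effect of ccr4a ccr4b then differed between backgrounds by -3.74 points in CG, -3.58 in CHG and 0.370 in CHH.

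After subtraction of the chloroplast level the nuclear differences were 4.07 points in CHG and -0.405 in CHH for ccr4a ccr4b minus WT. For ddm1 rdr2 minus WT they were -26.7 points in CG, -13.3 in CHG and -4.25 in CHH, and for ccr4a ccr4b ddm1 rdr2 minus ddm1 rdr2 0.634 points in CG, -0.0514 in CHG and -0.224 in CHH. The effect of ccr4a ccr4b under this subtraction differed between backgrounds by -4.10 points in CG, -4.12 in CHG and 0.182 in CHH.

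Standardised to the GC classes of all listed cytosines, the nuclear differences were 2.11 points in CG, 1.31 in CHG and -1.23 in CHH for ccr4a ccr4b minus WT. For ddm1 rdr2 minus WT they were -27.1 points in CG, -13.5 in CHG and -5.08 in CHH, and for ccr4a ccr4b ddm1 rdr2 minus ddm1 rdr2 0.0761 points in CG, -0.393 in CHG and -0.463 in CHH. In satellite arrays the values were -9.05 points in CG, -4.12 in CHG and -3.06 in CHH for ccr4a ccr4b minus WT, and -1.77 points in CG, -2.62 in CHG and -2.57 in CHH in the ddm1 rdr2 background. Between backgrounds the effect of ccr4a ccr4b differed by -2.04 points in CG, -1.70 in CHG and 0.771 in CHH.

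At a satellite share of 70% the satellite values were -8.06 points in CG and -3.56 in CHG for ccr4a ccr4b minus WT, and -3.60 points in CHG and -2.45 in CHH in the ddm1 rdr2 background.

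Within 1 Mb of the arrays the pericentromeric differences were -1.15 points in CG, 0.334 in CHG and -2.59 in CHH for ccr4a ccr4b minus WT, -61.9 points in CG, -30.1 in CHG and -8.18 in CHH for ddm1 rdr2 minus WT, and -0.461 points in CG, -0.378 in CHG and -0.752 in CHH for ccr4a ccr4b ddm1 rdr2 minus ddm1 rdr2. Within 3 Mb of the arrays the pericentromeric differences were 1.24 points in CG, 2.21 in CHG and -1.97 in CHH for ccr4a ccr4b minus WT, -57.7 points in CG, -28.8 in CHG and -8.34 in CHH for ddm1 rdr2 minus WT, and 0.178 points in CG, -0.126 in CHG and -0.525 in CHH for ccr4a ccr4b ddm1 rdr2 minus ddm1 rdr2.

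In 300 bp bins, the bins called numbered 3407 in CG, 2994 in CHG and 7694 in CHH for ccr4a ccr4b minus WT, 59591 in CG, 42394 in CHG and 28000 in CHH for ddm1 rdr2 minus WT, and 1051 in CG, 1609 in CHG and 3689 in CHH for ccr4a ccr4b ddm1 rdr2 minus ddm1 rdr2. With at least 10 calls per cytosine, the counts that moved were 2566 in CG, 3466 in CHG and 9769 in CHH for ccr4a ccr4b minus WT, and 3129 in CG and 4435 in CHH for ccr4a ccr4b ddm1 rdr2 minus ddm1 rdr2. At minimum differences of 60, 30 and 15 points, these were 1606 in CG, 2794 in CHG and 10825 in CHH for ccr4a ccr4b minus WT, 30660 in CHH for ddm1 rdr2 minus WT, and 966 in CG, 1388 in CHG and 4411 in CHH for ccr4a ccr4b ddm1 rdr2 minus ddm1 rdr2. Leaving out cytosines over 3 times the median coverage gave 58749 in CG, 33651 in CHG and 45610 in CHH for ddm1 rdr2 minus WT, and 2110 in CHG for ccr4a ccr4b ddm1 rdr2 minus ddm1 rdr2. At an adjusted p under 0.001 the only count that moved was 3809 in CHG for ccr4a ccr4b minus WT. Wider bins are fewer, a stricter minimum tests fewer bins, and a larger minimum difference accepts fewer of them. Calls thinned to the depth of the shallowest library left every count within 1.5 times its main value.

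The share of higher bins among called CG bins of ccr4a ccr4b minus WT was 33.4% in the main setting, 21.2% in 300 bp bins and 40.5% with at least 10 calls per cytosine. In CHG the majority of higher bins, 53.1% in the main setting, was not kept in 300 bp bins (45.1%), at minimum differences of 60, 30 and 15 points (49.0%) or without highly covered cytosines (49.8%).

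Depth limits the satellite results, since only 4.92% of satellite cytosines had at least 4 calls in all 4 libraries, and ccr4a ccr4b, the library with the steepest dependence of depth on GC content, had 0.772 calls per satellite cytosine. The backgrounds give a pair of values for the effect of ccr4a ccr4b, and no paired test was made on so few. A minimum of 1 call was not applied to the differences between backgrounds, for which it had not been planned.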

Other observations

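The tests of explanations in this part were chosen only after the result had been seen, and only for the one on satellite cytosines covered in each library was the expectation fixed before its own value was computed; the equal weighting of cytosines and the subtraction of the chloroplast level had been planned as alternatives, and the strand control had not.

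The higher pooled nuclear CG level in ccr4a ccr4b than in WT may come from calls that concentrate on highly covered cytosines. With single cytosines weighted equally the difference was -0.944 points, and the sign of the pooled value, 4.74 points, did not hold.

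Many of the CG bins called between ccr4a ccr4b and WT may be noise within the ccr4a ccr4b library. Its strands differed in 3.46% of CG bins, about as many as the 3.41% between the + strands of the libraries. The comparison of strands carries the noise of ccr4a ccr4b on both sides, while that of libraries sets it against WT. The shares therefore do not give the part of the calls that is noise. In the arms the libraries differed in more bins, 3.09%, than the strands of ccr4a ccr4b did, and 8172 of the bins that differed between libraries were lower in ccr4a ccr4b against 3502 higher, so a difference beyond this noise remains open there. A low number of independent molecules behind the calls of this library is a candidate source that the deposited counts cannot separate from PCR duplicates. For ccr4a ccr4b ddm1 rdr2 minus ddm1 rdr2, noise that differs between the strands of a library is argued against. The strands of a library differed in at most 0.0602% of bins there, and the + strands of these libraries in 1.10%. Noise common to both strands of a library would not be seen by this control and remains open.

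Despite that noise, CG bins called in both ccr4a ccr4b comparisons outnumbered chance. Of these bins, 411 changed in the same direction and 68 in opposite directions, against 25.8 and 25.4 expected. Bins that vary between any libraries need not change in both directions equally often. A bin unmethylated in both WT and ddm1 rdr2 can only be called higher, and a fully methylated one only lower. The counts were not split by starting level, so they cannot decide whether such bins are the whole cause in CG. Opposite directions were in excess as well. In CHG the counts were 137 and 115, against 22.0 and 22.8 expected, so the preference for the same direction was not seen there. In CHH they were 860 and 294, against 118 and 55.2 expected, so that both directions were in excess and bins that vary between any libraries are not argued against. For CG, such variable bins remain open. Shared ancestry of the ccr4a ccr4b lines, with inherited methylation states, and an effect of the mutations also remain open for CG and were not tested.

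Nuclear CHH methylation was lower with the ccr4a ccr4b mutations in both backgrounds. GC bias is argued against as the whole cause: by the mean of single cytosines, CHH was lower in both comparisons in all 7 nuclear GC classes. Pooled calls did not give this in every class: ccr4a ccr4b was higher than WT at 45% to 50% GC, with 5.58% against 5.29%, and nearly equal at 50% and over, with 4.61% against 4.62%. Standardised to GC classes the pooled difference was -1.23 points. With single cytosines weighted equally, the ratio to the control library ranged from 0.769 to 0.812 in the wild-type background and from 0.694 to 0.866 in the ddm1 rdr2 background. The libraries with the ccr4a ccr4b mutations also had the steepest and the weakest dependence of depth on GC content. Incomplete conversion is argued against too, since the difference to WT was -0.405 points after the chloroplast level was subtracted. Variation between single plants and between libraries, a difference in leaf state and an effect of the mutations remain open, and without replicates none of them was tested.

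Satellite arrays kept CHH methylation in ddm1 rdr2, at 92.7% of the WT level when calls were pooled, while the pericentromere kept 22.5%. Incomplete conversion is argued against, since CCC was methylated at 0.598% in these arrays in ddm1 rdr2 and CAA at 21.3%. Wild-type DNA in the library is argued against by the 6.48% of the WT satellite CG level that was kept. Selection of cytosines covered in all libraries is argued against as well: over all satellite cytosines covered in each library, the ddm1 rdr2 level was 114% of that in WT. The preference for CAA and CTA was seen in WT as well. A hypothesis is that satellite CHH methylation may be placed by an activity that does not need DDM1 or RDR2. The placement of reads among near-identical copies was not tested and remains open.

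Depth itself followed methylation. In bins with 35% to 40% GC, relative depth in WT over ddm1 rdr2 was 1.66 where at least 20% of WT calls were methylated and 0.943 where under 2% were. This is consistent with amplification that favours DNA whose methylated cytosines stay C after conversion, so that depth in these libraries may not measure copy number across regions of different methylation. The ratios were 1.80 and 0.991 at 30% to 35% GC and 1.51 and 0.949 at 40% to 45% GC.

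A scan of 1315086 bins sought bins whose depth in a pair of libraries was at most 10% or at least 4 times that of the other pair, in bins with 20 calls or more. The thresholds were set after the site on chromosome 3 had been seen. For the libraries with the ccr4a ccr4b mutations, 1 bin was lost, starting at position 23925401 of chromosome 3, and 5 were gained, all within the site at 23936801. In the opposite direction, WT and ddm1 rdr2 gained 3 bins over them. By these thresholds the lost bin is also counted among those 3. The bin beside it, starting at 23925301, met the rule too, with 22.3 and 35.1 calls in WT and ddm1 rdr2. It had 1.35 calls in ccr4a ccr4b and 2.35 in ccr4a ccr4b ddm1 rdr2. The 3 bins are therefore no background rate separate from the lost site. For the libraries with ddm1 rdr2 the scan gave 0 lost and 13 gained bins, and for the remaining pairing 0 lost and 8 gained. Of the bins gained with ddm1 rdr2, 5 lay between positions 4283601 and 4294000 of chromosome 3. Bins that pass these thresholds, also a few kb apart, thus occur without the ccr4a ccr4b mutations. They lay near the minimum of 20 calls, for example 25.5 in ddm1 rdr2 against 5.99 in WT from position 4293801. The gained bins of the site had 229 calls in ccr4a ccr4b and 698 in ccr4a ccr4b ddm1 rdr2, against 45.2 in WT. Calls were not scaled to the depth of the library. The counts do not decide whether a gain like that of the site is specific. The lost bin and the gained site start 11.4 kb apart. CCR4A and CCR4B are taken here, from general knowledge, to be AT3G58560 and AT3G58580, which neither the labels nor the names table of TAIR10.1 states. In that table both loci are on chromosome 3 with 1 protein-coding locus between them, so a possible explanation is that the sites are in the mutated CCR4 loci. Whether the sites lie in those loci cannot be told apart from a position elsewhere, because no annotation of this build was used.

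The first 100000 bp of chromosome 4 were covered more deeply in ccr4a ccr4b than in WT, by 1.92 times relative to the GC expectation and 1.58 times relative to an expectation from GC content and methylation. In ccr4a ccr4b ddm1 rdr2 over ddm1 rdr2 the latter ratio was 0.928. Deep blocks on chromosome 2, with GC contents from 40.2% to 44.6%, gave ratios between 1.35 and 1.44 in ccr4a ccr4b over WT. More copies of the chromosome 4 block in the ccr4a ccr4b plants could give such a ratio. They cannot be told apart from bias of this library at high GC content, since that block has a GC content of 51.5%. The blocks on chromosome 2 had a smaller excess without such a GC content, and its cause was not tested. Windows over 3 times the expected depth were used after hand-chosen windows had been inspected.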
